# Assessing Kidney Injury Induced by Mercuric Chloride in Guinea Pigs with In Vivo and In Vitro Experiments

**DOI:** 10.3390/ijms24087434

**Published:** 2023-04-18

**Authors:** Himanshu Goel, Richard L. Printz, Chiyo Shiota, Shanea K. Estes, Venkat Pannala, Mohamed Diwan M. AbdulHameed, Masakazu Shiota, Anders Wallqvist

**Keywords:** predictive toxicology, RNA-seq, mercuric chloride, guinea pig, toxicity modules, KEGG pathways

## Abstract

Acute kidney injury, which is associated with high levels of morbidity and mortality, affects a significant number of individuals, and can be triggered by multiple factors, such as medications, exposure to toxic chemicals or other substances, disease, and trauma. Because the kidney is a critical organ, understanding and identifying early cellular or gene-level changes can provide a foundation for designing medical interventions. In our earlier work, we identified gene modules anchored to histopathology phenotypes associated with toxicant-induced liver and kidney injuries. Here, using in vivo and in vitro experiments, we assessed and validated these kidney injury-associated modules by analyzing gene expression data from the kidneys of male Hartley guinea pigs exposed to mercuric chloride. Using plasma creatinine levels and cell-viability assays as measures of the extent of renal dysfunction under in vivo and in vitro conditions, we performed an initial range-finding study to identify the appropriate doses and exposure times associated with mild and severe kidney injuries. We then monitored changes in kidney gene expression at the selected doses and time points post-toxicant exposure to characterize the mechanisms of kidney injury. Our injury module-based analysis revealed a dose-dependent activation of several phenotypic cellular processes associated with dilatation, necrosis, and fibrogenesis that were common across the experimental platforms and indicative of processes that initiate kidney damage. Furthermore, a comparison of activated injury modules between guinea pigs and rats indicated a strong correlation between the modules, highlighting their potential for cross-species translational studies.

## 1. Introduction

Heavy metals, such as arsenic, cadmium, lead, mercury, and uranium, are commonly used for a variety of purposes. However, they are environmental toxicants with the potential to induce acute life-threatening or chronic debilitating health conditions [1,2,3,4]. According to the Agency for Toxic Substance and Disease Registry [5,6], mercury is the third most toxic compound, after arsenic and lead, in terms of its frequency, toxicity, and potential for human exposure. Mercuric compounds are ubiquitous in the environment in different chemical forms, and avoiding exposure can be difficult for both humans and animals. Of the mercury compounds, mercuric chloride involves numerous applications in the preservation of anatomical specimens, photography, leather tanning, and fabric printing and as a chemical reagent and catalyst or disinfectant [7,8,9]. The vapor pressure of mercuric chloride creates an inhalation hazard at normal temperatures, with increasing intensity at higher temperatures. In addition, a small amount of mercuric chloride (0.1 g) can damage body tissues, and doses greater than 1 g can be deadly for an adult human [9]. It is highly soluble in water and can be taken up through inhalation, ingestion, and absorption through the skin. Thus, mercuric chloride is classified as one of the most toxic and corrosive mercury salts and has been associated with serious health issues, affecting the gastrointestinal tract, central nervous system, and renal system [10,11]. Compared to other organs, the kidneys are the prime target of buildup from prolonged exposure to mercuric chloride. The main functions of the kidneys are to filter blood, remove waste products from the body, and maintain the balance of water and solutes. Frequent exposure to mercuric chloride could lead to accumulation in the proximal tubule epithelial cells, which reduces the detoxification and excretion abilities of the kidney, eventually causing acute tubular necrosis and leading to kidney failure [12,13]. Furthermore, mercuric chloride can cause acute renal failure, as described in earlier studies [14,15,16], and is often used as a model toxicant to induce kidney injury [17,18,19,20,21].

Understanding the direct relationship between a toxic chemical and acute kidney or liver injury on the gene level requires a toxicogenomic approach. The field of toxicogenomics involves the aggregation and analysis of gene expression, protein activity, and metabolic profiling (transcriptomics, proteomics, and metabolomics) to reveal molecular patterns of toxicity-induced injuries. Moreover, identifying molecular mechanisms and relevant biomarkers will aid in understanding the toxic liability/safety profile of chemicals and drugs under development. In recent years, our research group has used these approaches to identify significantly expressed genes and potential biomarkers to assess the adverse effects of toxicants and their ability to induce liver and kidney injuries in rats, using in vivo and in vitro experiments [22,23,24,25,26]. Identifying gene-level transcriptional changes induced by a toxic chemical and linking them to a phenotypic process has been accomplished in our previous studies using exemplar toxicants, such as thioacetamide, acetaminophen, bromobenzene, carbon tetrachloride, and mercuric chloride [27,28,29,30,31,32]. In particular, the Web-based gene-set analysis tool TOXPANEL 1.0 [33] assesses eight and 11 injury modules for kidney and liver co-expressed genes, respectively, to identify injury phenotypes derived from the Open Toxicogenomics Project-Genomics Assisted Toxicity Evaluation System (TG-GATES) database [34] or DrugMatrix [35]. Each module is sensitive to the specific phenotype of the organ injury and its severity. TOXPANEL 1.0 modules also support the characterization of the molecular mechanism behind liver and kidney injuries and can be considered as a surrogate biomarker for molecular key events. In summary, these efforts have integrated experimental in vitro or in vivo studies and computational modeling techniques to determine the effects of hazardous chemicals.

In this study, we aimed to evaluate the toxic effects of mercuric chloride on the kidneys of guinea pigs using in vivo and in vitro approaches and to identify similarities in kidney responses between the two platforms. Initially, we performed preliminary dose-response studies and identified the doses (1.00 and 1.50 mg/kg for in vivo and 30 and 40 µM for in vitro) and exposure times (9 and 33 h for in vivo and 8 and 24 h for in vitro) that induce noticeable and consistent alterations in the current clinical chemistry markers for kidney dysfunction or cell viability assays. Then, for the selected doses and time points, we measured the transcriptional changes in the kidney (in vivo) or renal proximal tubular epithelial cells (in vitro) using RNA sequencing and performed toxicogenomic analysis to compare the results at different levels of biological complexity to characterize the mechanisms of kidney injury. In our previous study [31], we reported the time- and dose-dependent effects of mercuric chloride treatment on rats and described how it activated different injury modules that are linked to histopathological kidney changes associated with necrosis, dilatation, degeneration, hyaline casts, and fibrosis. There are a number of studies addressing renal toxicity for different exposures of mercuric chloride in rats [14,15,36,37,38]. Therefore, in the current study, we extended this analysis and explored the interspecies correlation between mercuric chloride injuries induced in guinea pigs and rats through toxicity modules, altered KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways, and gene-level analysis of the transcriptomic response. Moreover, this study also demonstrates the ability of our injury modules to predict kidney injuries in guinea pigs.

## 2. Results and Discussion

### 2.1. Dose Optimization of Mercuric Chloride in Guinea Pigs

We performed preliminary studies to determine the appropriate low and high doses and times for post-toxicant exposure that can be used to measure the transcriptional changes in the kidney or renal tubular epithelial cells. For the in vivo studies, we exposed guinea pigs to six different concentrations of mercuric chloride, i.e., 0.00 (control), 0.25, 0.50, 1.00, 1.50, and 2.00 mg/kg (n = 3 each), by giving an intraperitoneal injection and monitoring the changes in body weight and plasma creatinine concentrations as shown in Figure 1A,B. Except for the control (0.00 mg/kg) and the highest dose of mercuric chloride (2.00 mg/kg), the body weight started to decrease nominally during the initial 24 h and increased later. For the control group, the body weight steadily increased, and for the highest dose, it decreased continuously until 72 h, signifying a more significant physical injury. Similarly, the plasma creatinine level for the control group did not show marked variation, whereas it steadily increased until 72 h for the highest dose. Such a rapid increase in the plasma creatinine concentration is known to be a characteristic feature of the acute kidney injury (AKI) [39,40]. Mercuric chloride doses of 0.25, 0.50, and 1.00 mg/kg do not appear to have caused injuries to the kidneys, as reflected by the absence of a significant body weight loss and relatively small changes in plasma creatinine. We did not observe any significant changes in plasma creatinine levels between 0 and 32 h after doses of 0.25 and 0.50 mg/kg. The plasma creatinine levels increased within 8 h for most of the doses but eventually reached normal levels of variation. However, plasma creatinine levels increased significantly with the 1.50 and 2.00 mg/kg doses, indicating potential complications, whereas the 1.00 mg/kg dose induced moderate changes. Therefore, we selected a low dose to represent the highest dose that could lead to mild or no organ injury and a high dose to represent the lowest dose that could result in organ injury as reflected by plasma creatinine alterations. While considering all these factors, we selected a single intraperitoneal injection of 1.00 and 1.50 mg/kg as the appropriate low and high doses of mercuric chloride and 9 and 33 h as the two timepoints.

For the in vitro studies, we examined a total of 13 doses of mercuric chloride (n = 6 each), i.e., 0 (control), 5, 10, 15, 20, 25, 30, 35, 40, 50, 60, 70, and 80 µM, with regard to cell viability (ATP content) of guinea pig renal proximal tubular epithelial cells. Figure 1C shows the responses to all of the doses. Similar to the in vivo study, we selected a low dose to represent the highest concentration leading to mild or no cell damage and a high dose to represent the lowest concentration resulting in apparent cell death. Our criterion for the high dose was to achieve a ≤20–30% drop in cell viability at the longer exposure times with respect to control. The 5, 10, 15, 20, and 25 µM doses did not induce significant variations in cell viability as compared to the response to the control dose. On the other hand, the 50, 60, 70, and 80 µM doses caused marked cell death and were not pursued further. The 30, 35, and 40 µM doses led to an ~5–20% decrease in cell viability. Because the cell viability response was severe for the 40 µM dose, we selected 30 µM as the low dose and 40 µM as the high dose and exposure times of 12 and 24 h.

### 2.2. Gene-Level Analysis

The impact of toxicant exposures can be quantified by the number of genes significantly altered within a certain time duration in each experiment. 

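Kidney RNA from 30 male Hartley guinea pigs of the in vivo study was analyzed. The animals formed 6 groups of 5, which received vehicle (saline), a low dose (1.00 mg/kg) or a high dose (1.50 mg/kg) of mercuric chloride by intraperitoneal injection and were sampled at 9 or 33 h. The tissue is given by the sample labels and the paper and was not checked with marker genes. The authors powdered each frozen kidney, sequenced stranded poly-A libraries in paired reads, and pseudo-aligned the reads with Kallisto to the Ensembl guinea pig transcriptome. Kallisto divides reads that match several transcripts among them, so the deposited values are estimated counts and TPM per transcript rather than whole reads per gene. The files list 25824 transcripts by their Ensembl identifiers and do not pair them with gene names. The total of estimated counts per animal lay between 23134713 and 36072327. By group, it ranged from 27319444 to 36072327 (median 31031931) with vehicle at 9 h, from 23241260 to 28844458 (median 26282073) with the low dose at 9 h, and from 23134713 to 33446127 (median 25560645) with the high dose at 9 h. At 33 h it ranged from 24018495 to 31801103 (median 26265724) with vehicle, from 25222566 to 28861404 (median 28525454) with the low dose, and from 24599327 to 29941680 (median 27236211) with the high dose. The estimated counts were rounded to whole numbers, and 19729 transcripts with enough counts were kept by the filterByExpr function of edgeR. Each dose was compared with the vehicle animals of the same time using edgeR's quasi-likelihood test with TMM normalization, and a transcript was counted as a DEG at a Benjamini-Hochberg adjusted p-value of at most 0.1, the q-value threshold of the paper. The test used by the authors, Sleuth, also draws on bootstrap estimates of the uncertainty of each transcript, which were not used here. DEGs were counted as transcripts.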

Table 1 summarizes the number of significantly altered differential expression genes (DEGs) and their overlap count from the in vivo and in vitro experiments alone and their similarities across the conditions. The criterion to identify DEGs was based on a q-value of <0.1. The relatively high number of DEGs identified for the in vivo and in vitro studies highlights the deleterious impact of mercuric chloride on the kidneys. 

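In the in vivo data, 4550 transcripts differed between the low dose and vehicle at 9 h, of which 2312 were higher and 2238 lower with mercuric chloride. With the high dose at 9 h, 6462 transcripts differed, 3328 of them higher and 3134 lower. At 33 h, the low dose changed 177 transcripts (94 higher, 83 lower), whereas the high dose changed 9701 (4948 higher, 4753 lower), or 49.2% of the transcripts tested. Without adjustment, 3120 transcripts had a p-value under 0.05 with the low dose at 33 h, where 986 would be found by chance. In 100 splits of these animals into groups of 5, 3 gave as many such transcripts, the real one included. The counts at 9 h moved most with 2 of the 9 h vehicle animals as the only controls. With the animals numbered 31 and 32, they were 45 with the low dose and 125 with the high dose. With the other pairs, they ranged from 46 to 943 and from 124 to 1454, respectively. All of these fits had 2 controls in place of 5. At that number the counts still differed with the choice of animals. Pairs of animals 58 to 60 gave at least 445 DEGs with the low dose and 821 with the high dose. Pairs with animal 31 or 32 gave at most 75 and 257. Every pair gave fewer DEGs than all 5 vehicle animals, and the shares of number and choice were not separated. The count for the low dose at 33 h moved as well, and was 1472 with DESeq2 in place of edgeR. Its directions depended on the threshold, as all 14 DEGs at an adjusted p-value of at most 0.05 were higher with mercuric chloride.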

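The difference between the low and high doses at 9 h was tested directly by comparing the 5 animals of each dose with each other. No transcript differed at an adjusted p-value of at most 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was found for 638 transcripts, where 986 would be found by chance. In counts simulated with the spread of these 10 libraries, the same test called 63% of the transcripts changed 2-fold and 32% of those changed 1.5-fold. With DESeq2, 14 transcripts differed between the doses. Among the transcripts changed against vehicle, the median absolute log2 fold change was 0.42 with the low dose and 0.46 with the high dose, and the number changed at least 2-fold was 589 and 1038, respectively.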

As the dose of the toxicant increased (from 1.00 to 1.50 mg/kg for in vivo and from 30 to 40 µM for in vitro), the number of DEGs increased from 4272 to 5665 for the in vivo and from 4377 to 7540 for the in vitro experiments at the shorter time intervals of 9 h and 12 h, respectively. However, as the time increased, the effect of the toxicant at the low dose was lessened, as reflected by the reduced number of DEGs compared with the shorter time intervals. In contrast, in the in vivo studies with the high dose of mercuric chloride, the DEGs count increased from 5665 to 8264, signifying an increased effect on the kidneys with time. Moreover, we observed a similar trend in our previous study of thioacetamide-induced kidney injury [27]. These results indicate that at low concentrations, the guinea pigs were able to cope with the mercuric chloride toxicity and recovered as time progressed, but they may have incurred severe damage at higher concentrations as reflected by the larger changes in the DEGs with higher doses, indicating kidney injury. These results show the utility of significant DEGs in capturing molecular-level changes in toxic injuries. In addition, we observed a large number of overlapping genes within the in vivo or in vitro experiments for different dose and time conditions (Table 1). 

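Whether the response to the low dose differed between 9 and 33 h was tested with the contrast between the effects of mercuric chloride at both times, over the 20 animals given vehicle or the low dose. The effect differed for 1030 transcripts (adjusted p-value of at most 0.1 from edgeR's quasi-likelihood test), with 559 higher and 471 lower at 33 h relative to 9 h. This number depended on which 9 h animals were kept. It was 427 with only the vehicle animals numbered 58 to 60 and 30 with only those numbered 31 and 32. Both of these fits had fewer controls. Without low-dose animal 35 at 9 h the number was 397, and without low-dose animal 33 it was 2011. The number of DEGs at 33 h depended on single animals. Leaving out 1 of the 10 animals at a time gave between 11 DEGs (without vehicle animal 43 or 47) and 2079 DEGs (without low-dose animal 49).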

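With the high dose, the effect of mercuric chloride differed between 9 and 33 h for 4043 transcripts (edgeR's quasi-likelihood test of the difference between the effects, adjusted p-value of at most 0.1), with 2007 higher and 2036 lower at 33 h relative to 9 h. The number of DEGs at 33 h stayed between 9077 and 9506 when each animal was left out in turn, and 2167 of the DEGs were changed at least 2-fold. Among the DEGs at 33 h with a mean log2 CPM of at least 1 and no overlap between high-dose and vehicle animals, the largest fall was found for ENSCPOT00000009386.3, whose normalized level was 398 ± 82.2 CPM (SD, n = 5) with vehicle and 0.452 ± 0.177 CPM (SD, n = 5) with the high dose at 33 h, a log2 fold change of -9.79 (standard error 0.251, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test). Its level at 9 h was 713 ± 264 CPM (SD, n = 5) with vehicle and 86.4 ± 79.6 CPM (SD, n = 5) with the high dose. ENSCPOT00000025515.2 fell from 270 ± 37.2 to 2.40 ± 1.53 CPM (SD, n = 5 each) at 33 h, a log2 fold change of -6.84 (standard error 0.336, adjusted p = 3.5e-07 from the same test). ENSCPOT00000033771.1 rose from 0.0688 ± 0.154 to 10.1 ± 6.46 CPM (SD, n = 5 each), a log2 fold change of 7.14 (standard error 0.91, adjusted p = 9.9e-05 from the same test). Only vehicle animal 47 had counts of this transcript among the vehicle animals at 33 h (9), so the size of the fold change rests on that animal, and the high-dose animals had 97 to 582. ENSCPOT00000046066.1 had at most 2 counts in the vehicle animals and 4 to 606 counts in the high-dose animals at 33 h, and its mean was at least 53.5-fold higher, or at least 26.2-fold higher without high-dose animal 55. This transcript reached 22.8 CPM in a vehicle animal at 9 h, and its change did not pass the threshold with all 10 vehicle animals as controls, a choice made after the data had been examined. Lack of overlap between the 5 high-dose and the 5 vehicle animals at 33 h was a condition for choosing these 4 transcripts. It is therefore not a separate result.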

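The response was also scored for each animal over transcripts called at the other time, so that the animals scored did not choose the transcripts. The score is the mean log2 difference from the vehicle animals of the same time, signed by the direction of the high-dose effect at the other time, over 8942 transcripts for the 9 h animals and 6054 for the 33 h animals. This score was chosen after the data had been examined. At 9 h, the score was 0 ± 0.052 (SD, n = 5) with vehicle, 0.26 ± 0.115 (SD, n = 5) with the low dose and 0.35 ± 0.165 (SD, n = 5) with the high dose. Both doses exceeded vehicle (two-sided exact permutation test, p = 0.0079 for each, the smallest p that 5 animals against 5 allow, and 0.012 after Benjamini-Hochberg adjustment over 6 tests). The doses did not differ from each other at 9 h (p = 0.405 from the exact permutation test). At 33 h, the score was 0 ± 0.042 (SD, n = 5) with vehicle, 0.16 ± 0.14 (SD, n = 5) with the low dose and 0.51 ± 0.057 (SD, n = 5) with the high dose. The low dose differed from vehicle with p = 0.0397 (exact permutation test, 0.048 after adjustment), and in 7 of the 10 fits that left out 1 animal the difference no longer reached 0.05. All 5 high-dose animals scored above all 5 low-dose animals at 33 h (p = 0.0079 from the exact permutation test). In the transcript-level test between doses at 33 h, 5657 transcripts differed (edgeR's quasi-likelihood test, adjusted p-value of at most 0.1), 2707 higher and 2950 lower with the high dose. From the fall in the number of DEGs with time at the low dose, the paper reasons that the animals coped with and recovered from that dose. From the larger DEG changes as the dose rose, it proposes that the high dose may have led to severe damage. The paper also reports plasma creatinine and injury module scores, which were not analyzed here. At the low dose, its scores for Dilatation, Hyaline cast, Degeneration, Fibrogenesis and Cellular infiltration were higher at 33 h than at 9 h. Those for Necrosis, Intracytoplasmic inclusion body and Hypertrophy were lower.

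**Figure D1:**
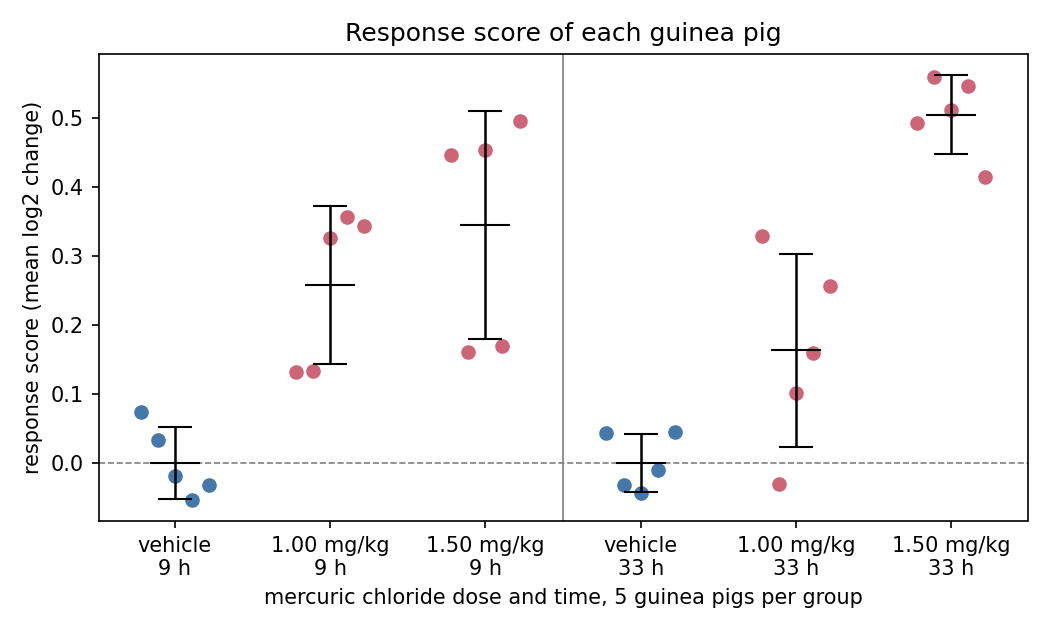
Response score of each guinea pig (vertical axis, mean log2 change from the vehicle animals of the same time) by dose and time (horizontal axis). Points are single animals, and the horizontal bars with whiskers are the mean and SD of 5 animals. The low-dose animals at 33 h range from -0.031 to 0.33, whereas the high-dose animals at 33 h range from 0.41 to 0.56.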

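Of the transcripts changed by the low dose at 9 h, 3908 were also changed by the high dose at 9 h, all in the same direction. The low dose at 9 h and the high dose at 33 h shared 3279 transcripts, and the high dose at 9 h and 33 h shared 4535, of which 92.7% and 92.9%, respectively, changed in the same direction. If the lists were independent, 2237 and 3177 shared transcripts would be found. The low dose at 33 h shared 97 transcripts with the low dose at 9 h, 119 with the high dose at 9 h and 165 with the high dose at 33 h. Independent lists would give 40.8 and 58.0 for the comparisons with 9 h, which used other vehicle animals. Both doses of one time were compared with the same vehicle animals, which makes their results resemble each other without any effect. Across all transcripts tested, Spearman's rho between the log2 fold changes of the doses was 0.80 at 9 h and 0.68 at 33 h. In 20 simulations of unchanged groups that shared their vehicle animals, rho averaged 0.44 at both times. The simulated lists held at most 2 transcripts, so they give no level for the number of shared transcripts. The share of transcripts with the same sign in both doses was 84.8% at 9 h and 77.0% at 33 h, against averages of 66.6% and 66.8% in the simulations. Transcripts are not independent replicates, and these values describe the lists only.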

We observed that the highest number of significant DEGs overlapped (4679) for the high dose at the longer duration in vivo and with the shorter duration in vitro between the two platforms. We also observed considerable overlap of DEGs at the high dose between both platforms at the longer duration. The overall overlap of genes between both sets of experiments indicates a possible commonality of kidney injury and linkage of genes to injury phenotypes.

To ascertain the impact of these overlapped DEGs between the two platforms on kidney function, we performed a KEGG pathway analysis of the 2825 overlapping genes between the in vitro and in vivo experiments (at the high dose and longer time point) using the DAVID Gene Functional Classification Tool [41]. Table 2 shows the 15 most enriched KEGG pathways that are common in both sets of experiments, with the cell cycle pathway at the top of the list. Many of these pathways are previously known to be involved in AKI. For example, when tubular epithelial cells come in contact with toxic chemicals, cell death normally ensues, with closely related necrotic and apoptotic processes associated with AKI [42,43,44].

The extracellular matrix-receptor interaction, focal adhesion pathways, and regulation of the actin cytoskeleton are well-known disease processes associated with AKI [45,46,47]. The p53 pathway plays a pathological role in cisplatin-induced AKI [48,49]. In addition, glutathione metabolism has a key role in oxidative stress events, contributing to tubular cell injury [50,51]. Furthermore, several of the other pathways listed in Table 1, such as DNA replication, metabolic, phosphatidylinositol 3-kinase (PI3K)-Akt signaling, and tumor necrosis factor (TNF) signaling, are also reported to be associated with renal diseases [52,53,54,55,56,57].

To further characterize the relevance of significantly altered DEGs and their potential role in kidney function and disease, we compared DEGs across all conditions and identified the list of genes that are common across the platforms and conditions. Figure 2A shows the count of the 87 common genes among each DEG set observed in both in vivo and in vitro experiments for all combinations of low/high doses and shorter/longer times of exposure. 

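In the 4 in vivo comparisons alone, 90 transcripts were changed in all of them. The number that would be shared without any effect was not estimated, since the doses of one time have their vehicle animals in common. Of these, 37 were higher in all 4 comparisons, 49 were lower in all 4, and 4 changed direction between comparisons. Their mean log2 fold change over the 4 comparisons ranged from -2.99 to 4.33. This list was limited by the low dose at 33 h, and its size ranged from 10 transcripts (without vehicle animal 43 or 47 at 33 h) to 881 transcripts (without low-dose animal 49 at 33 h) when each of the 30 animals was left out in turn. The in vitro samples behind the genes common to both platforms were not analyzed here.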

The presence of these overlapping genes in the mercuric chloride exposure datasets allows us to examine a possible common correlation among the examined conditions. For this purpose, we performed a principal component analysis (PCA) with these 87 genes and the corresponding fold-change values from all the in vitro and in vivo dose/time datasets. The PCA plot in Figure 2B shows four different clusters in different quadrants, clearly separating all in vivo and in vitro experiments as well as shorter and longer exposure times. This analysis did not allow us to identify any commonality or strong correlation among the conditions.

By examining the individual averaged and sorted fold-change values from all eight sets of 87 genes, we assessed individual gene up- or downregulation to better understand the mapping of genes to kidney injuries. 

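For 2 of the downregulated genes averaged over all 8 conditions, LOC100360601 and LOC102556347, the readable part of the paper's supplement gives a guinea pig transcript, ENSCPOT00000032921.1. That part holds 1999 of the paper's 4286 rows for the in vitro data at 40 µM and 24 h and 1893 of its 3174 rows at 30 µM and 24 h. The in vivo lists of the supplement were not analyzed here, so the transcript behind the paper's in vivo values of these genes is not known. The readable part pairs the same transcript with 3 rat genes, whose responses cannot be separated in these counts. Table 3 gives Cbr1 the same value as these 2 genes, and whether Cbr1 is among the 3 was not checked. In the in vivo data, ENSCPOT00000032921.1 was at 47.2 ± 5.36 CPM (SD, n = 5) with vehicle, 32.7 ± 4.48 CPM with the low dose and 31.3 ± 6.00 CPM with the high dose at 9 h. Its log2 fold change at 9 h was -0.53 with the low dose (standard error 0.108, adjusted p = 0.018) and -0.59 with the high dose (standard error 0.129, adjusted p = 0.012 from edgeR's quasi-likelihood test). With only the 9 h vehicle animals numbered 31 and 32 as controls, neither change passed the threshold. At 33 h, the level was 40.9 ± 0.942 CPM (SD, n = 5) with vehicle, 39.7 ± 4.16 CPM with the low dose and 32.4 ± 3.13 CPM with the high dose. The log2 fold change at 33 h was -0.35 with the high dose (standard error 0.0616, adjusted p = 9.8e-04) and did not differ from 0 with the low dose (-0.056, standard error 0.0721, adjusted p = 0.76 from the same test).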

Table 3 shows the top 10 up- and downregulated genes, indicating a common involvement of these genes in mercuric chloride exposure in guinea pigs. For example, the upregulation of the glutathione-*S*-transferase (Gsta2, Gsta5, Gsto1, and Gstp1) family of genes was found in the erythrocytes of patients with chronic renal failure [58]. These genes provide protection for cells against reactive oxygen species, and increased expression has been correlated with the cytotoxicity [59,60,61]. The metallothionein genes (Mt2A, Mt1m) have also been associated with renal tissues and play a protective role [62,63,64]. The additional upregulated genes listed in Table 3, such as Uchl1, Rrm2, and Aldh1a7, are also closely connected with AKI pathways [60]. On the other hand, the top downregulated gene among the experimental set was slc7a13, which has been identified in AKI conditions [65,66,67]. Other downregulated gene sets (cbr1, ppp1r3c, smoc1, cd200, and Col11a1) have also been connected with acute or chronic kidney injury [60,68,69]. In summary, exploring genetic information and highlighting the common genes among different experimental models offers a reasonable approach to characterize kidney injury mechanisms.

### 2.3. Kidney Injury Module Activation Analysis

In our earlier work, we formulated eight kidney injury and 11 liver injury modules, each consisting of multiple sets of genes associated with the histopathological kidney or liver injury phenotypes, and all the functionality of these modules and gene analyses are accessible through the TOXPANEL software 1.0 [33]. We used TOXPANEL 1.0 with the guinea pig genomic data to analyze the responses of the co-expressed genes and assess the severity of kidney injury. Table 4 lists the activation scores (z-scores) for all eight kidney injury modules in guinea pigs for both sets of experiments (in vivo and in vitro) at two doses of mercuric chloride and two assessment times. The degree of activation of the different modules was assessed via the z-score metric, and values >2 were regarded as a significant indication of injury. The in vivo experiment results essentially showed activation of the five modules, specifically *Dilatation, Hyaline Cast, Degeneration, Necrosis,* and *Fibrogenesis,* for the low and high doses at the shorter or longer exposure times. As the dose increased, most of the module scores showed higher z-scores, signifying a strong dependence on the dosage. Similarly, many of the modules’ z-scores increased as time progressed for the in vivo study, which is in qualitative agreement with earlier observations [27,28,29,31]. In general, the modules from the in vivo study showed stronger activation at higher doses and longer time points, but we noted the activation of these modules at the lower dose and shorter time points as well. However, the trend was the opposite with the z-scores for the in vitro outcomes. The z-scores for most of the modules in the in vitro study displayed much lower activation across different dose and time conditions as compared with the in vivo z-scores. For the in vitro experiments, we observed the activation of the *Dilatation, Necrosis, Cellular Infiltration, Fibrogenesis,* and *Cellular Infiltration* modules for the high dose of mercuric chloride at the shorter exposure time. However, most of the module activation declined as time increased, except for *Dilatation* and *Fibrogenesis.* The activation of some of the modules occurred at a lower dose and shorter time; however, all module scores abated by 24 h. To further understand the correlation between both sets of experiments, Figure 3 shows three correlation plots of module scores for different doses and times of exposure. Because it is difficult to compare and obtain correlation metrics for different experimental systems, doses, and exposure times, it is encouraging that we observed a fair correlation (*R^2^*~0.31) between the high dose and longer time (HD-LT) conditions for both in vitro and in vivo experiments. Furthermore, different time and dose conditions also demonstrated a fair correlation between the module scores of the experimental systems.

### 2.4. Correlation between Guinea Pig and Rat Mercuric Chloride Exposures

Our earlier work [31] examining rat in vivo exposure to mercuric chloride showed the activation of the *Dilatation, Hyaline Cast, Degeneration, Necrosis,* and *Fibrogenesis* modules at the higher dose and longer exposure time (34 h). Hence, it is of interest to examine the inter-species correlation between guinea pig and rat mercuric chloride exposure. The guinea pig in vivo results in this study also demonstrated the activation of all these modules to a similar or greater degree at the higher dose and longer time (33 h). The similarity of the module activation between the two studies indicates a similar type of molecular response mechanism or pathway behind the injury phenotype activity. In the rat in vivo study, the *Necrosis* and *Dilatation* modules were also activated with less intensity at the higher dose and shorter exposure time (10 h). In addition, the activation of the modules was not seen for the low dose of mercuric chloride at 10 h or 34 h after treatment. However, in this guinea pig in vivo study, we did observe the activation of most of these five modules for a shorter time of exposure at low or high doses. Comparably, the *Dilatation, Necrosis,* and *Fibrogenesis* modules also showed activation in the in vitro guinea pig study at the high dose and shorter exposure time (12 h). As time progressed, cells started to decay, and only the *Dilatation* and *Fibrogenesis* modules remained activated at the 24-h exposure time. Previous studies of rodent mercuric chloride exposure have shown that the largest impact can be seen on the oxidative stress, morphological alterations, and inflammatory responses, which involve the hallmark degeneration proceedings related to *Necrosis, Dilatation, Fibrosis, Degeneration,* and *Hyaline Casts* modules, in accordance with the known histopathology associated with mercuric chloride [13,14,17,18,20,21,36,38,55,70].

Figure 4 shows the correlation plots of module z-scores for different doses and exposure times for the guinea pig and rat studies. We observed a correlation score of *R^2^*~0.64 for the high dose and longer exposure time between the rat and guinea pig in vivo data. Similarly, different exposure times and dose conditions also demonstrated strong correlations of the module scores (*R^2^*~0.81 for low dose-longer time vs. high dose-longer time) between both sets of experiments. Furthermore, we also used the module score of the rat in vivo and guinea pig in vivo and in vitro data to identify the correlation between the experimental outcomes for doses and exposure times.

Figure 5 shows the PCA plot of the three clusters representing the three different experimental groups. The PCA plot indicates a clear division of clusters between the in vitro data and the rat/guinea pig in vivo data. There is an overlap of the cluster signifying robust correlations between the rat and guinea pig in vivo data. The data for the rat in vivo higher dose and longer exposure time are in close proximity to the guinea pig in vivo data. Furthermore, for the rat or guinea pig in vivo datasets, the data for the high dose with the longer exposure time are positioned at the extreme right of the respective clusters as compared with all the data within the cluster, indicating heightened injuries in both animal models. These findings demonstrated a relational capability and injury sensitivity of using modules to assess and understand the interspecies correlation with respect to experimental model, dose, and time considerations.

### 2.5. KEGG Pathway Analysis

The development of AKI involves multiple cellular processes, signaling pathways, inflammatory responses, and molecular mechanisms. Identification and interpretation of the physiological processes and pathways associated with toxicant-induced kidney injury aid in delineating known and unknown AKI mechanisms. The TOXPANEL software 1.0 [33] uses the AFC method [71,72] to calculate and display the KEGG upregulated and downregulated pathways. Figure 6 shows all the key KEGG pathways identified in the guinea pig in vivo and in vitro experiments for all the conditions examined here. We categorized the pathways into three different groups, i.e., *Metabolism, Cell and Immune Signaling*, and *Cell Cycle/Translation/Transcription*. The significantly upregulated and downregulated pathways are shown by their z-scores and are color coded for all the dose and exposure time conditions. Figure 6 indicates that most of the metabolic pathways in the in vivo study were downregulated for carbohydrate, amino acid, global, lipid, and xenobiotic metabolism at shorter and longer exposure times for both doses of mercuric chloride. However, these trends were different for the in vitro data, which showed primarily upregulated pathways. While information on AKI and its association with metabolic pathways is limited in the available literature, the cytochrome P450 family of hemoproteins has been shown to be closely involved in the oxidative metabolism of drugs [73]. In addition, different clinical studies showed the impairment of cytochrome and transporter activity in kidney injury processes [74,75] and that an adequate supply of glutathione is crucial for maintaining kidney function and helps in detoxifying the kidneys [76,77]. Our results showed upregulation for some pathways, i.e., *Drug Metabolism, Cytochrome P450, Metabolism of Xenobiotics, Other Enzymes*, and *Glutathione Metabolism,* at a shorter time period. However, as time progressed, most of the metabolism pathways became downregulated. The downregulated trend of the metabolism-related pathways was consistent with the experimental findings, indicating impaired renal function [56,78,79,80].

The inflammatory response is critical in AKI pathogenesis and is regularly associated with increased cytokines, lung chemokine upregulation, and neutrophilic infiltration [81]. The cytokines play an essential role in the activation or differentiation of inflammatory and immune responses and also have pro-inflammatory and anti-inflammatory properties [82]. Cytokines and chemokines are key pathways for regulating inflammation, immune responses, and cellular signaling. Our results for most of the cell and immune signaling pathways displayed upregulation for guinea pigs in vivo and in vitro, consistent with our earlier rat mercuric chloride study [31]. A number of potent mediator pathways for epithelial proximal tubular cell injury and AKI involves TNF, Toll-like receptor (TLR), cytokine-cytokine receptor interaction, interleukin-17, p53, PI3K-Akt, mitogen-activated protein kinase, focal adhesion, cell cycle, regulation of actin cytoskeleton, cell adhesion molecules, complement and coagulation cascade, and chemokine signaling [23,44,45,46,49,55,56,57,70,83,84,85,86,87,88,89]. All these signaling pathways are involved in the cellular processes of proliferation, apoptosis, and adhesion. The upregulation of these pathways, especially at the later time point, is in overall agreement with the known AKI pathophysiology and indicative of kidney injury.

## 3. Materials and Methods

### 3.1. Experimental Design for In Vivo Studies

#### 3.1.1. Animals

We purchased 4-week-old male Hartley guinea pigs from Charles River Laboratories (Wilmington, MA, USA). We fed them a normal diet (No. 5025, LabDiet, St. Louis, MO, USA) and provided water ad libitum in an environmentally controlled room with a 12:12-h light-dark cycle and the temperature set at 23 °C. All experiments were conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the United States Department of Agriculture, the Vanderbilt University Institutional Animal Care and Use Committee, and the U.S. Army Medical Research and Development Command Animal Care and Use Review Office.

Guinea pigs were kept for 7 days prior to any treatment to recover from the stress of conveyance and to acclimate to their new housing environment. Then, we anesthetized them with isoflurane and implanted a sterile silicone catheter (0.5 mm inner diameter, 0.94 mm outer diameter) into the right jugular vein. The free end of the catheter was passed subcutaneously to the back of the neck, where it was fixed and occluded with a metal plug following a flush of heparinized saline (200 U heparin/mL saline) [90]. After the procedure, animals were housed individually in a metabolic cage (Harvard Apparatus, Holliston, MA, USA) for 7 days to recover from the stress associated with the surgery before we began the studies for optimization of mercuric chloride dose and length of exposure and for measuring the toxicant-induced changes in gene expression.

#### 3.1.2. Preliminary Studies for Optimization of Dose and Time after Exposure

To determine the appropriate dose of mercuric chloride and time after exposure, we divided the animals into six groups (n = 3 per group) and treated them with either vehicle (1 mL/kg saline) or mercuric chloride (0.25, 0.50, 1.00, 1.50, or 2.00 mg/kg, injected intraperitoneally at 9 a.m.). We collected blood samples (150 µL) from the jugular vein catheter under unanesthetized and unrestricted conditions just before as well as 8, 24, 32, 48, 56, 72, 80, 96, and 104 h after the dosing treatment. After the last blood collection, we euthanized the guinea pigs by intravenous administration of sodium pentobarbital (120 mg/kg) through the jugular vein and harvested the kidneys. We quantified plasma creatinine as a measure of kidney functionality using a creatinine assay kit (ab65340, Abcam Inc., Waltham, MA, USA).

#### 3.1.3. Studies for Measuring Changes in Gene Expression

Based on the results of preliminary studies to optimize the dose and time after exposure, we selected 1.00 and 1.50 mg/kg as the low and high doses, respectively, and 9 and 33 h as the time elapsed after mercuric chloride exposure (Figure 7). In mammals, the expression and/or activity of key metabolic enzymes, transcription factors, signaling molecules, and transporters display circadian rhythmicity, with an oscillation of 24 h, which is driven by the light-dark cycle and controlled by a central nervous system (CNS) and peripheral circadian clock system. The feeding cycle controlled by the CNS clock is dominant over the clock associated with the liver, thus affecting the circadian oscillation of lipid, glucose, bile, and drug metabolism in the liver. The circadian oscillation affects gene expression and metabolism in the kidney [91]. In addition, absorption of nutrients that may occur during a small feeding event during the fasting period of a feeding cycle would affect metabolite and hormonal concentrations in the blood as well as renal metabolism. Therefore, to avoid the influence of circadian oscillation and irregular feeding on our measurements, we set the collection time of blood and kidneys at 5 p.m. and fasted animals for 8 h, from 9 a.m. to 5 p.m., in the light phase of the light-dark cycle prior to sampling.

As shown in Figure 7, on Day 1, for both the 9- and 33-h exposure times, following blood collection, we treated the animals with either vehicle or mercuric chloride via intraperitoneal injection at 8 a.m. Then, in the 9-h exposure study, we allowed animals access to water ad libitum but not to food after 8 a.m. In the 33-h exposure study, animals were allowed access to water and food ad libitum for the first 24 h after treatment, and then food was removed at 8 a.m. on Day 2. At 5 p.m. on Day 1 of the 9-h exposure study and on Day 2 of the 33-h exposure study, following blood collection through the jugular vein catheter, we anesthetized the animals by intravenous injection of sodium pentobarbital (50 mg/kg) through the jugular vein catheter and immediately subjected them to a laparotomy. We dissected the kidneys and froze them using Wollenberger tongs precooled in liquid nitrogen. The collected plasma and kidneys were kept in a −80 °C freezer until analysis. Frozen whole kidneys were powdered in liquid nitrogen since these organs are histologically heterogeneous. Total RNA was isolated from the powdered kidneys using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) and the direct-zol RNA MiniPrep kit (Zymo Research, Irvine, CA, USA).

### 3.2. Experimental Design for In Vitro Studies

#### 3.2.1. Animals

We purchased 4-week-old male Hartley guinea pigs from Charles River Laboratories (Wilmington, MA, USA). We fed them Guinea Pig Chow 5025 (LabDiet, St. Louis, MO, USA) and provided water ad libitum in an environmentally controlled room with a 12:12-h light-dark cycle at room temperature. All experiments were conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the United States Department of Agriculture, the Vanderbilt University Institutional Animal Care and Use Committee, and the U.S. Army Medical Research and Development Command Animal Care and Use Review Office.

#### 3.2.2. Guinea Pig Renal Proximal Tubular Epithelial Cell Isolation and Culture

We isolated the renal proximal tubules from 6- to 8-week-old guinea pigs using a substantially modified version of the method previously reported for the isolation of proximal tubular epithelial cells from rabbits [92]. We anesthetized the guinea pigs by intraperitoneal injection of sodium pentobarbital (50 mg/kg) and performed a midline abdominal incision. Following ligations of the superior mesenteric artery and the aorta directly below the celiac artery, we immediately cannulated the aorta at the distal site of the left renal artery. We perfused the kidneys in a flow-through manner with ice-cold Dulbecco’s modified Eagle’s medium (DMEM)/F12 at a flow rate of 28 mL/min for 5 min, followed by perfusion with an ice-cold iron oxide particle solution (0.75 g iron oxide particles/15 mL DMEM/F12) at a flow rate of 1 mL/s for 15 s. We drained the effluent through the vena cava during these perfusions and harvested and decapsulated the kidneys following the perfusions. We separated the entire renal cortex from the medulla and cut it into approximately 1-mm^2^ pieces in ice-cold DMEM/F12 solution. We smashed the cubes on a 380-µm metal sieve using a glass bar, and the material passing through the mesh was maintained as a suspension in 100 mL ice-cold DMEM/F12 medium. We removed glomeruli containing iron oxide from the suspension using a magnetic stir bar. Following filtration of the resulting suspension through a 40-µm nylon mesh, we resuspended the purified proximal tubules retained by the mesh in 20 mL of fresh DMEM/F12 medium containing 0.0025% soybean trypsin inhibitor (Type 1-S, Sigma-Aldrich, St. Louis, MO, USA) and 1 mg collagenase H (Worthington, Lakewood, NJ, USA) and incubated them for 3 min at 37 °C. We refiltered the suspension through a 40-µm nylon mesh and resuspended the proximal tubes retained by the mesh in 20 mL of epithelial cell medium (Epi CM-A, ScienCell Research Laboratories, Carlsbad, CA, USA). We plated the suspended proximal tubes onto two 10-cm poly-D-lysine-coated plates and maintained them at 37 °C in a humidified 5% CO_2_ incubator for 10–12 days to allow tubular epithelial cells to form a tight “cobblestone-like” monolayer. The epithelial cells were harvested using 0.05% trypsin-EDTA solution (25300, Thermo Fisher Scientific), collected with Epi CM-A, and centrifuged at 600× *g* for 10 min. We resuspended the resulting cell pellet of epithelial cells in Epi CM-A and plated the cells onto poly-D-lysine-coated 96-well plates at 2 × 10^4^ cells/well for measurement of cell viability and onto poly-D-lysine-coated 6-well plates at 3 × 10^5^ cells/well for RNA isolation. After 48 h of culture to allow cell reattachment, we changed the cell culture medium to the Hepatocyte Maintenance Medium (CC-3198, Lonza, Basel, Switzerland) for 48 h before exposure to mercuric chloride.

#### 3.2.3. Preliminary Studies to Ascertain the Optimal Exposure of Toxicant

To optimize the dose and length of exposure to mercuric chloride, we exposed guinea pig renal proximal tubular epithelial cells to vehicle or multiple concentrations of mercuric chloride ranging from 0 to 80 µM (n = 6 for each) for various lengths of time (6, 9, 12, and 24 h). After the cells were exposed to vehicle or mercuric chloride, we assessed cell viability by measuring cellular ATP content for each dose and time combination using the CellTier-Glo 2.0 assay kit (Promega, Madison, WI, USA) according to the protocol of the manufacturer.

#### 3.2.4. Exposure of Cells to Toxicant for RNA Isolation

Based on the results of preliminary studies, we chose 30 and 40 µM as the low and high doses of mercuric chloride for renal proximal tubular epithelial cell exposure. We also selected 12 and 24 h as the shorter and longer lengths of exposure to mercuric chloride (Figure 7). To extract RNA from the cultured cells for each combination of dose and time, we removed the culture medium, added 1 mL TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) to each well of cells, and harvested the lysed cells in the TRIzol solution. We further purified the RNA collected from the aqueous phase of TRIzol using the RNeasy Plus Mini kit (Qiagen, Germantown, MD, USA) and eliminated genomic DNA by in-column DNase I digestion.

### 3.3. RNA Sequencing

We submitted the isolated RNA samples from the in vivo and in vitro studies to the Vanderbilt University Medical Center VANTAGE Core (Nashville, TN, USA) for RNA quality determination and sequencing. Total RNA quality was assessed using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). At least 200 ng of DNase-treated total RNA with high RNA integrity were used to generate poly-A-enriched mRNA libraries using KAPA-stranded mRNA sample kits with indexed adaptors (Roche, Indianapolis, IN, USA). Library quality was assessed using the 2100 Bioanalyzer (Agilent), and libraries were quantitated using KAPA library quantification kits (Roche). Pooled libraries were subjected to 75-bp paired-end sequencing for in vivo studies and 150-bp pair-end sequencing for in vitro studies according to the manufacturer’s protocol (Illumina NovaSeq6000, San Diego, CA, USA). Bcl2fastq2 Conversion Software (Illumina) was used to generate demultiplexed Fastq files. All the files obtained from the RNA-seq are deposited in the NCBI’s Gene Expression Omnibus (GEO) database, using GEO series accession number GSE226313.

### 3.4. Analysis of RNA-seq Data

To analyze the RNA-seq data, we used the Kallisto tool [93], which involves the pseudo-alignment of reads to a reference genome and quantification of the transcript abundances for each read. Here, we pseudo-aligned the reads to the *Cavia porcellus* transcriptome downloaded from the Ensemble website [94]. The Kallisto analysis is comparable to other challenging methods in terms of accuracy and computational time expense [95]. The bootstrapping technique involving estimation for the uncertainty of transcript abundance was handled by repeating the analyses 100 times after resampling with replacement. In addition, to identify the DEGs, we used Kallisto’s companion analysis tool Sleuth [96], which uses the transcript abundance data obtained from Kallisto to estimate the technical gene variance for each sample. We also set the criteria for the significantly expressed genes with a false discovery rate-adjusted *p*-value (q-value) of ≤0.1. All the genes and their associated q-values and fold changes can be found in the Supplementary Materials.

### 3.5. Injury Module Activation and Pathway Analysis

We employed the publicly available gene expression-based injury module analysis web tool TOXPANEL 1.0 to assess kidney injury activation from the guinea pig in vitro or in vivo genomic data. This tool uses the aggregated absolute fold-change (AAFC) and aggregate fold-change (AFC) methods developed previously by our research group [27,28]. The genomic data consist of a set of genes for control and treatment cohorts and their log-transformed gene-expression values. The AAFC method calculates the fold changes by taking the difference between the mean log-transformed gene-expression values for all the samples in the treatment and control cohorts. This results in the identification of a set of genes that are significantly changed, with a fold-change value for each gene, and is subsequently reflected in the z-score of each module or pathway encompassing several gene sets with their fold-change values. The AAFC method only accounts for the change in the set of genes and does not identify up- or downregulated genes. The AFC method can provide the directionality of gene expression (sum of the up- or down-expressed genes), which becomes useful for KEGG pathway analysis [97]. Readers are referred to earlier articles [71,72] for additional details about the AFC methodology.

We estimated the significance of each module and set of genes using its *p*-value, which is essentially defined as the probability that the score for randomly selected fold-change values (repeated 10,000 times) is greater than the score from the actual module [33]. A *p*-value < 0.05 signifies the importance of the module. The z-score parameter, which is the number of standard deviations by which the actual module value changes from the mean of the arbitrarily selected fold-change values (repeated 10,000 times), specifies the gradation of module activation and signifies the role of different modules and their severity when subjected to a toxicant [33].

## 4. Conclusions

We examined mercuric chloride-induced kidney injuries in guinea pigs using a combination of in vivo and in vitro experimental and computational modeling techniques, compared the guinea pig studies with similarly developed rat studies, and explored the underlying toxicogenomic signals for the dose-dependent injuries. We analyzed RNA-seq data from mild and severe kidney injuries to identify common genes among the studies, enrichment of AKI-relevant KEGG pathways, and activation of gene modules as a means to gauge interspecies toxicant–response correlations. A large number of DEGs in the in vivo and in vitro experiments were directly related to previously annotated kidney injury-related genes, with the overall overlap among them highlighting the inherent similarity among genes and pathways that were impacted by the model kidney toxicant. The developed kidney-injury gene modules in the TOXPANEL 1.0 application comprise sets of co-expressed genes correlated with specific injury phenotypes, capturing genes directly or indirectly associated with molecular toxicity and pathways relating to the histological damage of the kidney. Specifically, we observed the activation of the *Dilatation, Hyaline Cast, Degeneration, Necrosis,* and *Fibrogenesis* modules in the in vivo guinea pig study at different dose and exposure time conditions, consistent with our earlier studies of rat mercuric chloride exposure and with known mechanisms of AKI. The modules displayed a dose-dependent response with significantly higher activation at the higher as compared to the lower dose. The sensitivity of injury module activation based on gene expression changes was evident in both the in vitro and in vivo experimental platforms and provided an indication of kidney damage even at the low dose and short exposure times, indicating that injury modules could also serve as a tool for predicting kidney injuries. In addition, the KEGG pathway enrichment analysis revealed the activation of several pathways and inflammatory processes associated with the activation of kidney injury modules. Altogether, the TOXPANEL 1.0 modules offer the benefit of predicting histopathological damage while offering the advantage of quantitively characterizing the underlying mechanisms of cellular damage. In the end, we plan to directly relate our findings to humans by expanding our interspecies comparisons to include in vitro studies of human cells to identify gene expression data, injury modules, and pathways that are similar.

## Figures and Tables

**Figure 1:**
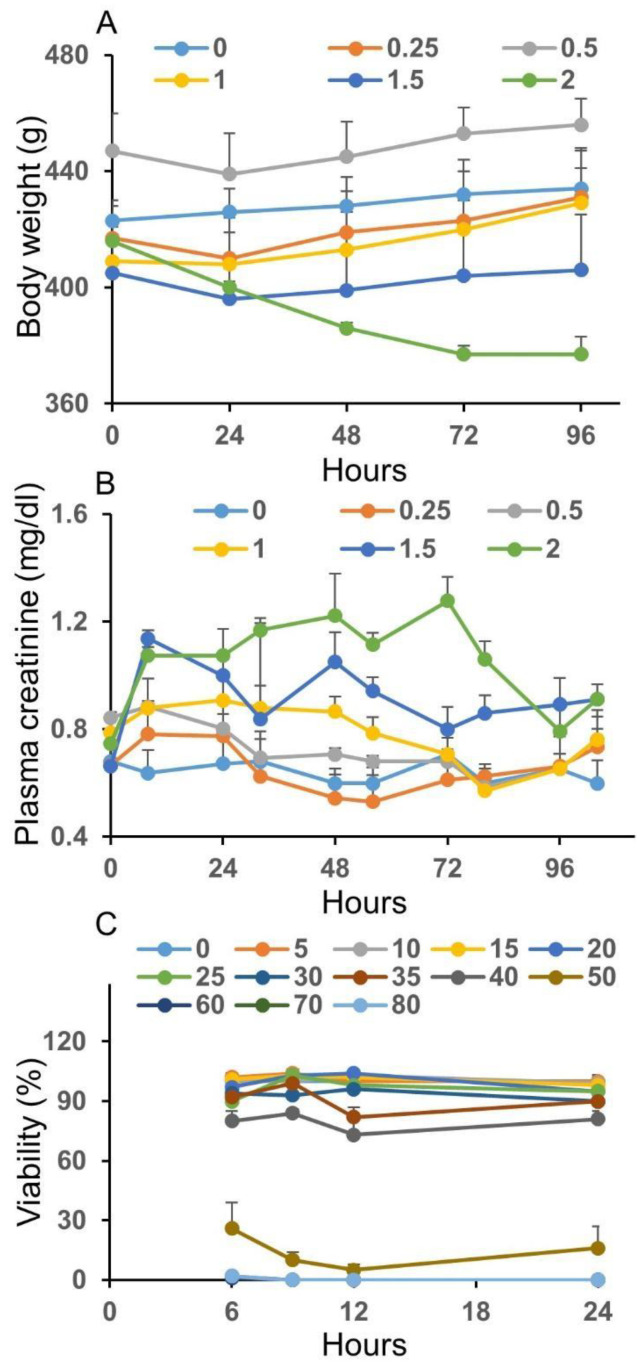
Measurements of injury markers. Effect of a single intraperitoneal injection of mercuric chloride on (**A**) body weight and (**B**) plasma creatinine. (**C**) Effect of mercuric chloride on viability (ATP content) of guinea pig renal proximal tubular epithelial cells. The colored data points and lines represent the responses to the indicated doses of mercuric chloride.

**Figure 2:**
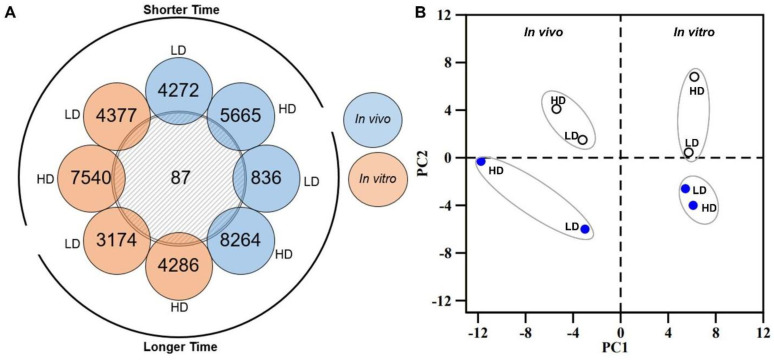
(**A**) Venn diagram depicting common differential expression genes (DEGs) between different times of exposure and doses of mercuric chloride for in vivo and in vitro studies. (**B**) Principal component analysis (PCA) for 87 common DEGs obtained from all conditions in the in vivo and in vitro data. The in vivo and in vitro conditions are presented on the left and right panels, respectively. The white and blue circles represent shorter and longer times of exposure, respectively. HD, high dose; LD, low dose.

**Figure 3:**
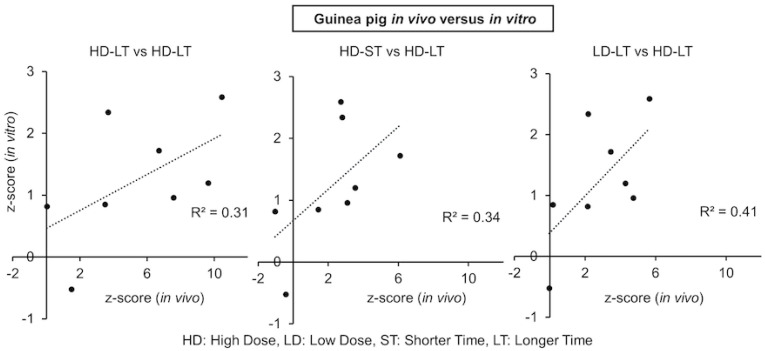
Correlation between kidney injury module scores for the in vivo versus in vitro guinea pig studies.

**Figure 4:**
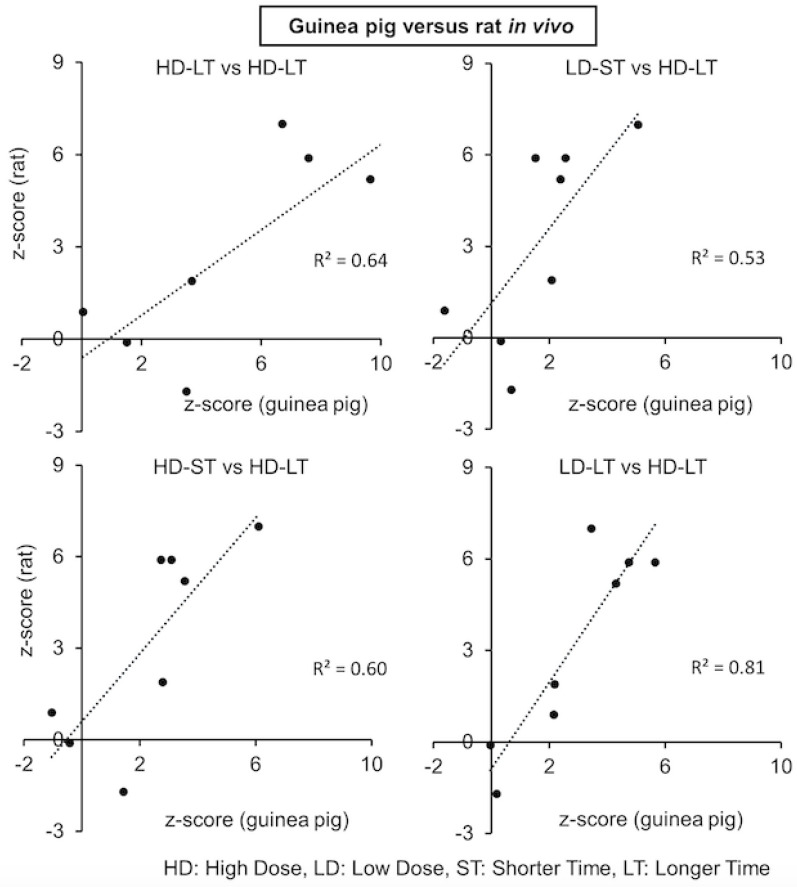
Correlation between the kidney injury modules for guinea pig versus rat in vivo data.

**Figure 5:**
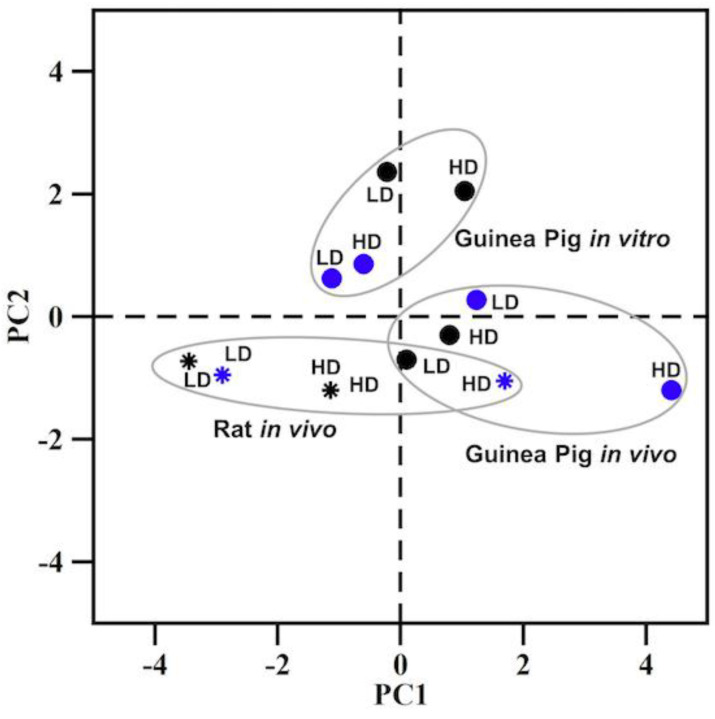
Principal component analysis (PCA) for kidney injury module activation for the different conditions of guinea pig (in vivo and in vitro) and rat data (in vivo) [31]. The circles and asterisks represent samples from guinea pigs and rats, respectively. The black and blue symbols represent the shorter and longer exposure times, respectively. HD, high dose; LD, low dose.

**Figure 6:**
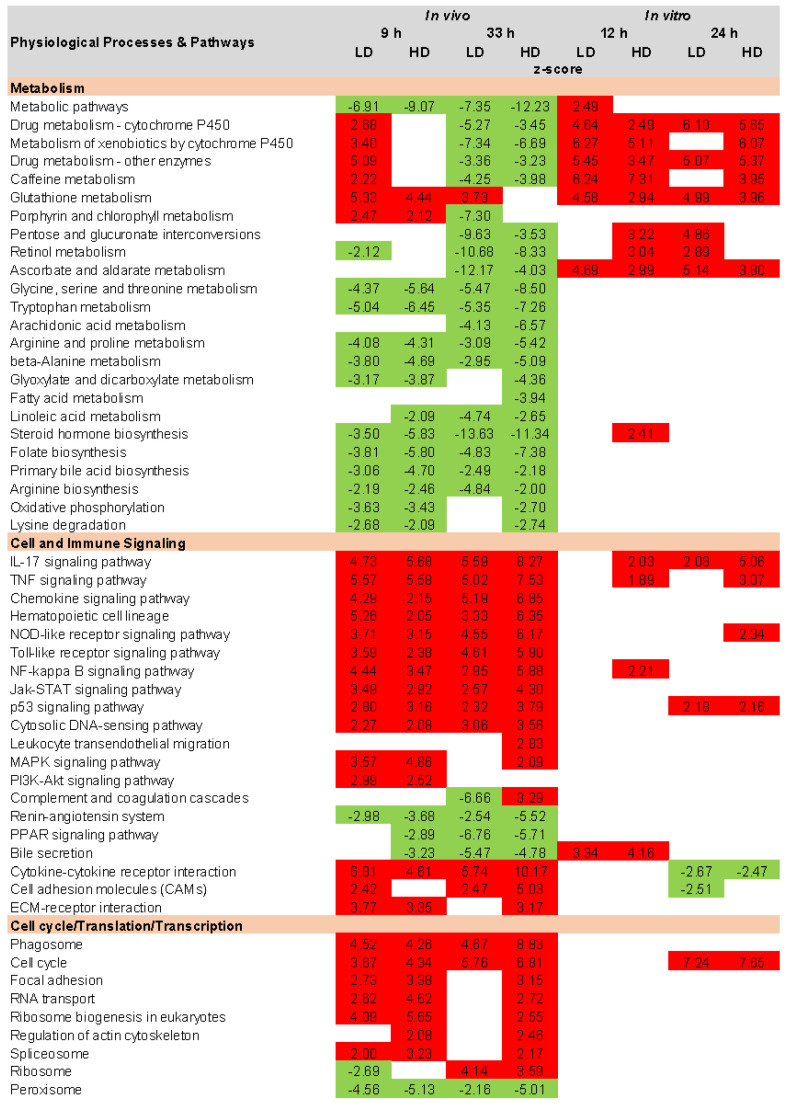
KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways activated using gene expression data following guinea pig mercuric chloride exposure. Significantly up- and downregulated pathways are indicated by red and green, respectively. HD, high dose; LD, low dose.

**Figure 7:**
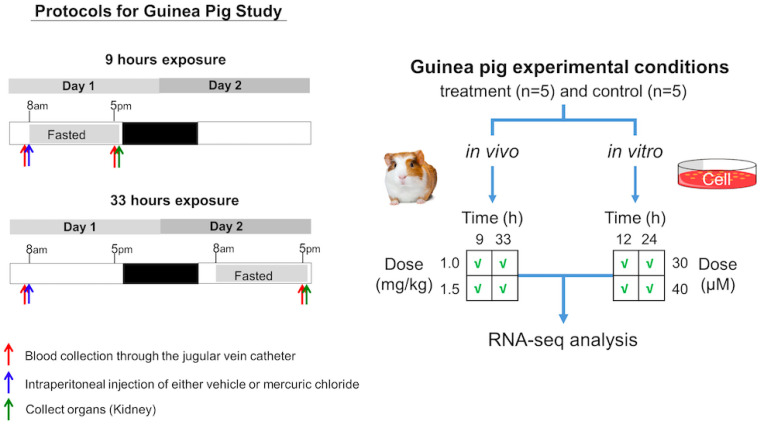
Summary of the experimental conditions used in the guinea pig mercuric chloride exposure studies for either in vivo animal or in vitro cell-based studies.

**Table 1:** Overlap of the number of significantly altered differential expression genes (q < 0.1) found in guinea pigs in vivo and in vitro data across all dose and time conditions. HD, high dose; LD, low dose.

Common Differential Expression Genes (DEGs)						
In vivo	In vivo					
	Overlap		9 h		33 h	
			LD	HD	LD	HD
	9 h	LD	4272	3814	452	3296
		HD		5665	542	4211
	33 h	LD			836	784
		HD				8264
In vitro	In vitro					
	Overlap		12 h		24 h	
			LD	HD	LD	HD
	12 h	LD	4377	3698	2240	2346
		HD		7540	2588	3246
	24 h	LD			3174	2397
		HD				4286
In vivo	In vitro					
	Overlap		12 h		24 h	
			LD	HD	LD	HD
	9 h	LD	1808	2650	1275	1534
		HD	2250	3441	1676	2041
	33 h	LD	332	466	248	289
		HD	2877	4679	2171	2825

**Table 2:** KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enriched in overlapping differential expression genes.

KEGG Pathway	Benjamini *p*-Value
Cell cycle	3.8 × 10^−11^
ECM-receptor interaction	1.2 × 10^−8^
DNA replication	7.6 × 10^−8^
Metabolic pathways	1.8 × 10^−6^
Focal adhesion	2.2 × 10^−6^
PI3K-Akt signaling pathway	2.4 × 10^−6^
Fluid shear stress and atherosclerosis	2.4 × 10^−6^
p53 signaling pathway	5.7 × 10^−5^
Glutathione metabolism	8.9 × 10^−5^
Regulation of actin cytoskeleton	3.9 × 10^−3^
Drug metabolism—other enzymes	8.2 × 10^−3^
TNF signaling pathway	8.2 × 10^−3^
Glycine, serine, and threonine metabolism	1.6 × 10^−2^
Peroxisome	1.7 × 10^−2^
Chemical carcinogenesis—reactive oxygen species	3.2 × 10^−2^

ECM, extracellular matrix; PI3K, phosphatidylinositol 3-kinase; TNF, tumor necrosis factor.

**Table 3:** The top 10 up- and downregulated differential expression genes from the 87 common genes for the different doses and exposure times in the in vivo and in vitro guinea pig data. FC, fold change.

Gene (Down)	log_2_ (FC)	Gene (Up)	log_2_ (FC)
Slc7a13	−1.98	Gsta2	7.07
Cbr1	−1.73	Gsta5	7.07
LOC100360601	−1.73	Mt2A	6.47
LOC102556347	−1.73	Mt1m	6.47
Ppp1r3c	−1.42	Gsto1	3.04
Cltrn	−1.41	Mt1	2.69
Smoc1	−1.17	Uchl1	2.51
Cd200	−1.15	Gstp1	1.65
Col11a1	−1.04	Rrm2	1.61
Bend5	−1.00	Aldh1a7	1.57

**Table 4:** Activation scores for kidney injury modules based on gene expression data collected at different doses and exposure times during the in vivo and in vitro guinea pig studies. Bold font indicates values above the 2.0 significance threshold. HD, high dose; LD, low dose.

Kidney Injury Modules	In Vivo				In Vitro			
	9 h		33 h		12 h		24 h	
	LD	HD	LD	HD	LD	HD	LD	HD
Dilatation	1.51	**2.72**	**5.65**	**10.45**	0.51	**2.94**	0.63	**2.59**
Hyaline cast	**2.38**	**3.54**	**4.29**	**9.64**	0.32	1.73	0.41	1.20
Degeneration	**2.55**	**3.09**	**4.74**	**7.58**	**2.74**	1.10	0.31	0.96
Necrosis	**5.05**	**6.10**	**3.45**	**6.70**	1.57	**2.74**	1.77	1.72
Fibrogenesis	**2.07**	**2.79**	**2.18**	**3.67**	**3.03**	**5.11**	1.03	**2.34**
Intracytoplasmic inclusion body	0.68	1.43	0.17	**3.50**	1.51	**4.88**	0.39	0.85
Hypertrophy	0.32	−0.43	−0.04	1.50	−0.21	0.80	0.65	−0.52
Cellular infiltration	−1.63	−1.04	**2.15**	0.04	**4.06**	**2.05**	1.35	0.82

## Data Availability

The data presented in this study are available in NCBI’s GEO database for gene repository under accession number GSE226313.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24087434/s1.

How the deposited data were processed for this re-analysis (not part of the article)

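RNA of 30 male Hartley guinea pigs, given as kidney RNA by the sample labels and the paper, was measured by RNA sequencing, with 5 animals in each of 6 groups given vehicle, 1.00 mg/kg or 1.50 mg/kg mercuric chloride and sampled at 9 or 33 h. The in vitro samples were not analyzed here. The condition of each animal was taken from the sample labels, which match the doses and times of the paper. The animals are named by the number that ends their label. These numbers are not shared between groups, so no pairing of animals was possible. The names of the deposited files carry letter codes that follow the doses and do not name the kidney. The planned check of the tissue with kidney and liver marker genes was not run, since transcripts were not matched to genes, and the tissue rests on the labels and the paper.

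The authors pseudo-aligned the reads with Kallisto to the Ensembl guinea pig transcriptome and deposited, for each animal, an estimated count and a TPM value for each of 25824 transcripts. The deposited estimated counts are not normalized and need not be whole numbers. The deposited TPM values are scaled by Kallisto for effective transcript length and to a fixed total. The release of the transcriptome is not named in the paper's text. Because Kallisto divides reads among similar transcripts, the count of a transcript with close paralogs or isoforms is uncertain. Of the 25824 transcripts, 24236 had at least 1 count in an animal.

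Total estimated counts per animal were between 23134713 and 36072327, with a median of 27824746.5. Log2 CPM of the 60 pairs of animals within a group correlated with Pearson's r of 0.937 to 0.964. The chi-square statistic of the counts of each pair was at least 15.9 per degree of freedom, so no pair looked like one library deposited more than once.

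Estimated counts were rounded to whole numbers. In R 4.3.3, edgeR 4.0.16 (filterByExpr over all 30 animals and 6 groups, TMM normalization, glmQLFit and glmQLFTest) tested 19729 transcripts, with only the compared groups in each fit, and a transcript was called at a Benjamini-Hochberg adjusted p-value of at most 0.1. Each dose was compared with the vehicle animals of its time, the doses with each other at each time, the vehicle animals with each other between times, and the effect of each dose between times through a contrast over 4 groups. The paper names Sleuth as its test. Alternatives were DESeq2 1.42.0 (size factors, Wald test, independent filtering off), RLE normalization, limma-trend (limma 3.58.1) on log2 CPM with a prior count of 0.5, no filter beyond 1 count, the default filter of Sleuth (at least 5 counts in 47% of animals, 19321 transcripts), all 30 animals in one fit, an adjusted p-value of 0.05, subsets of the 9 h vehicle animals, and leaving out each animal in turn. These comparisons and alternatives were fixed before the data were examined. Using all 10 vehicle animals as controls, the response score and the alternatives of the score were chosen after the data had been examined.

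CPM values in the text are rounded counts scaled by the TMM-adjusted library total, and log2 CPM used a prior count of 2. The standard errors of log2 fold changes were not fitted. Each is the absolute log2 fold change divided by the square root of the F statistic of edgeR's quasi-likelihood test. Fold changes against a group whose libraries all held 3 counts or fewer were computed against 3 counts and are lower bounds, which cover counting error only. The response score is the mean over transcripts of log2 CPM signed by the direction of the 1.50 mg/kg effect at the other time, minus its mean in the vehicle animals of the same time. It used transcripts called at the other time with a mean log2 CPM of at least 1. Scores were compared with two-sided exact permutation tests.

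The test was checked on simulated counts for the 19729 transcripts, drawn from the means, library sizes and dispersions of these data with 200 transcripts changed, 100 of them by 2-fold. With the spread of the 9 h dose comparison, edgeR called 63% of the transcripts changed 2-fold, and 7.77% of its calls were false. DESeq2 called 76%, and 45.5% of its calls were false. With the spread of the high dose at 33 h, the false share was 5.93% with edgeR and 35.3% with DESeq2, and in the contrast over 4 groups it was 11.7% and 34.4%.

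The rule for naming transcripts, set together with the comparisons, took the genes of Table 3, injury markers, and for each comparison the 2 transcripts with the largest rise and the 2 with the largest fall among those called with a mean log2 CPM of at least 1, a gene symbol and no overlap between treated and vehicle animals. The files do not pair transcripts with gene symbols, and the gene table used here (assembly mCavPor4.1) holds no Ensembl identifiers, so the symbol condition was dropped and transcripts were named for the high dose at 33 h only. Of the genes of Table 3, only those whose names carry their NCBI gene number (names that begin with LOC) were looked up. These 2 were matched, through the readable part of the paper's supplement. The other genes of Table 3 were not looked up there. ENSCPOT00000025542.2 was singled out after its values were seen. Without a table of transcripts and genes, counts per gene, tests of gene sets, gene set scores, and tissue, cell type and injury markers were not analyzed here. The gene lists of the TOXPANEL modules and of the KEGG pathways were not used here.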

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

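The tests of explanations in this part were chosen after the results were seen, except the splits of the samples, which were set beforehand. Of 60 groups of 5 values checked for a sample far from the others, 5 held one, where 3 would be found by chance (1 in 20).

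In vehicle animal 59 at 9 h, 13.7% of all estimated counts fell on 1 transcript, ENSCPOT00000025542.2, far from the next animal of the group (4.76% in animal 58). The files do not name its gene, and it was singled out after its values were seen. The library was not of unusual size, since its total of 31031931 counts lay within the range of the group. RNA of another tissue or cell type would bring other abundant transcripts with it. Of the 100 most abundant transcripts, 0 others were at least 2-fold above the mean of the remaining 4 vehicle animals at 9 h in animal 59. A small admixture need not double transcripts that are already abundant, and tissue markers were not examined, so this count does not exclude one. A transcript that takes this share of the counts lowers all others before normalization, and TMM gave this library a factor of 0.819. Vehicle animal 58 was shifted the same way to a lesser degree, with a factor of 0.887. Its 10 most abundant transcripts held 17.8% of the counts, against 24.3% in animal 59 and 11.2% to 12.5% in animals 31, 32 and 60. The factors of animals 31, 32 and 60 were 0.966 to 0.988. Without animal 59, the number of DEGs at 9 h was 3202 with the low dose and 5196 with the high dose. A state of this animal, or a step of its library preparation, stays open, and no biological explanation was tested.

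The other 4 animals that stood apart did so for single values. Low-dose animal 51 at 33 h had 25222566 estimated counts against 28450388 in the next animal, which is within the range of the other groups. ENSCPOT00000046066.1 was at 10.3 CPM in low-dose animal 35 at 9 h and at 0.0433 CPM in the next. ENSCPOT00000033771.1 was at 0.344 CPM in vehicle animal 47 at 33 h and at 0 in the other 4. ENSCPOT00000032921.1 was at 42.5 CPM in vehicle animal 45 at 33 h and at 40.8 CPM in the next. No explanation was tested for these values.

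The effect of the low dose differed between 9 and 33 h for 1030 transcripts in a direct test of the difference (edgeR's quasi-likelihood test, adjusted p-value of at most 0.1). Exchanging the time labels among the treated and among the vehicle animals gave as many transcripts in 1 of 100 splits, the real one included. This argues against no change with time of any kind. These splits mix the times, so a shift common to vehicle and treated animals widens their spread and lowers their counts. Between the times, 2311 transcripts of the vehicle animals had an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test). The splits therefore do not set a level for the difference alone. The choice of 9 h vehicle animals stays open as a technical contribution. With only animals 58 to 60 as 9 h controls the number was 427, and with only animals 31 and 32 it was 30, in fits with fewer controls, so the 9 h controls and the time cannot be told apart for the size of this difference. Without low-dose animal 33 at 9 h the number was 2011, and without animal 35 it was 397. The time after injection stays open as a biological explanation, as do unequal responses among the animals of a group. Whether these transcripts moved toward the vehicle level at 33 h was not tested.

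The effect of the high dose differed between the times for 4043 transcripts in the same test. Of 100 splits, 1, the real one, gave as many, with the same limit. With either set of 9 h vehicle animals as the only 9 h controls, the number was at least 3122, so neither set accounts for it. A shift between the times that the vehicle and the high-dose animals have in common cancels in the test of the difference, but not in the splits. A change of the response to mercuric chloride with the time after injection stays open as the biological explanation.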

How the results depend on the processing

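Counts of transcripts are compared below with those given in the text, and a count within 1.5 times is taken as unchanged. Where nothing else is said, the cause of a change was not tested. Adjusted p-values refer to the tool named.

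The number of DEGs with the high dose at 33 h, that between the doses at 33 h and the time difference of the high dose stayed within 1.5 times under every alternative that was run, from 8377 to 10754, from 3946 to 6552 and from 2868 to 4463. The number of DEGs with the high dose at 9 h did so when each animal was left out and under the other alternatives with at least 3 vehicle animals, but not with 2 vehicle animals as the only controls. It was 125 with animals 31 and 32 and from 124 to 1454 with the other 9 pairs. The share of DEGs with higher expression stayed within 10 percentage points under RLE normalization, DESeq2 and limma-trend for the 4 comparisons with vehicle.

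The false share of DESeq2 was 34.4% to 45.5% in simulated data, with 200 transcripts changed and 1 draw for each spread. A false share depends on how many transcripts change, and the spread of the low dose at 33 h was not simulated. It is therefore not the false share of the counts below. With DESeq2, the low dose at 33 h gave 1472 DEGs and the doses at 9 h differed in 14 transcripts. The time difference of the low dose was 1691, and the vehicle animals differed between times in 582. The low dose at 33 h then shared 690 transcripts with the low dose at 9 h, 813 with the high dose at 9 h and 1315 with the high dose at 33 h, and 592 were common to all 4 comparisons. With all 30 animals in one fit, the low dose at 33 h gave 1098 DEGs, 68.7% of them higher against 53.1% in the separate fit, the same shared numbers were 410, 546 and 1005, and 345 were common to all 4. With no filter beyond 1 count they were 110, with 63, 74 and 101 shared and 59 common to all 4. The vehicle animals differed between times in 8 transcripts with limma-trend and 5 with the filter of Sleuth.

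At an adjusted p-value of 0.05, a stricter threshold, the low dose gave 2743 DEGs at 9 h and 14 at 33 h, and its time difference was 280. Both doses at 9 h shared 2295 transcripts, the low dose at 9 h and the high dose at 33 h shared 1930, and the low dose at 33 h shared 13, 13 and 14 with the low dose at 9 h, the high dose at 9 h and the high dose at 33 h, with 13 common to all 4. All 14 DEGs of the low dose at 33 h were higher with mercuric chloride.

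With only vehicle animals 58 to 60 as 9 h controls, the low dose at 9 h gave 2907 DEGs, both doses at 9 h shared 2407, the time difference of the low dose was 427, and the vehicle animals differed between times in 610. With only vehicle animals 31 and 32, the low dose at 9 h gave 45 DEGs, both doses at 9 h shared 30, the low dose at 9 h shared 16 with the low dose and 27 with the high dose at 33 h, the high dose at 9 h shared 26 and 84, 14 were common to all 4, the time difference of the low dose was 30, and the vehicle animals differed in 1. The share of DEGs at 9 h with higher expression was then 91.1% with the low dose and 73.6% with the high dose. With all 10 vehicle animals as controls, chosen after the data were examined, the low dose at 33 h gave 2836 DEGs and shared 1535, 1852 and 2659 with the low dose at 9 h, the high dose at 9 h and the high dose at 33 h, and 1390 were common to all 4.

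When each animal was left out in turn, the low dose gave from 2751 (without animal 35) to 5656 DEGs at 9 h and from 11 (without vehicle animal 43 or 47) to 2079 DEGs (without animal 49) at 33 h. In the fits at 33 h that left out 1 animal, the share of DEGs with higher expression ranged from 49.5% (without animal 49) to 100% (without vehicle animal 43 or 47), against 53.1% with all animals. The time difference of the low dose ranged from 397 (without animal 35) to 2011 (without animal 33). The doses at 9 h differed in 0 to 2 transcripts, and the vehicle animals between times in 0 to 35 (without vehicle animal 32). Both doses at 9 h shared from 2459 to 4662, and the low dose at 9 h and the high dose at 33 h from 2009 to 3975 (without animals 35 and 33 for each). The low dose at 33 h shared from 10 to 953, from 10 to 1251 and from 11 to 1961 with the low dose at 9 h, the high dose at 9 h and the high dose at 33 h, and from 10 to 881 were common to all 4, in each case without vehicle animal 43 and without animal 49. The response score of the low dose at 33 h ranged from 0.12 to 0.21 (without animals 48 and 49), and in 7 of 10 fits p was above 0.05 (0.0873 at most, exact permutation test). The other 5 comparisons of the score, and all 6 under the 4 alternatives of the score, kept their call. The log2 fold change of ENSCPOT00000032921.1 with the low dose at 33 h ranged from -0.10 (without animal 49) to 0.0063 (without animal 48), and neither differed from 0.

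Counts per gene, gene set tests by camera and fry, and gene set scores were not run, since transcripts were not matched to genes. No paired analysis was possible because the replicate numbers are not shared between groups. The depth of 23134713 to 36072327 counts per animal limits transcripts near 0 counts, such as ENSCPOT00000033771.1 and ENSCPOT00000046066.1, whose fold changes rest on a few counts in the vehicle animals.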

Differences from the paper's values

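With the low dose at 33 h, 177 transcripts were called against the paper's 836 DEGs. The alternatives set before the data were examined gave 1472 with DESeq2, 1098 with all 30 animals in one fit, 182 with RLE normalization, 217 with limma-trend, 110 with no filter beyond 1 count, 177 with the filter of Sleuth and 14 at an adjusted p-value of 0.05. Of these, only the fit of all 30 animals came within 1.5 times the paper's number. Leaving out each animal in turn gave from 11 to 2079, and none of these fits came within 1.5 times. Using all 10 vehicle animals as controls, chosen after the values were seen, gave 2836.

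The low dose at 33 h shared 97 transcripts with the low dose at 9 h against the paper's 452, 119 with the high dose at 9 h against the paper's 542, and 165 with the high dose at 33 h against the paper's 784. With all 30 animals in one fit these numbers were 410, 546 and 1005, each within 1.5 times the paper's. With DESeq2 they were 690, 813 and 1315. The number shared with the low dose at 9 h and DESeq2 was just over 1.5 times the paper's, and the number shared with the high dose at 9 h was at 1.5 times. The alternatives that only change the scaling, the filter or the threshold did not close the gap, nor did the sets of 9 h vehicle animals, with which the low dose at 33 h shared 76 (animals 58 to 60) and 16 (animals 31 and 32) with the low dose at 9 h and 110 and 26 with the high dose at 9 h.

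The paper lists LOC100360601 and LOC102556347 among the genes changed in all conditions. ENSCPOT00000032921.1, which the readable part of the supplement pairs with them for the in vitro data, was not called with the low dose at 33 h (adjusted p = 0.759 from edgeR's quasi-likelihood test), and no alternative called it (adjusted p from 0.248 to 0.977 from the tool of each alternative). The transcript behind the paper's in vivo values of these genes is not known here.

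The numbers given here count guinea pig transcripts. In the readable part of the paper's supplement, which covers only in vitro data at 24 h, each row is a rat gene identifier, and 1999 of the paper's 4286 rows at 40 µM name 1894 transcripts, and 1893 of its 3174 rows at 30 µM name 1805. The in vivo lists of the supplement were not analyzed here, and the rows were counted only, with no test on them.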

Other observations

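The tests of explanations in this part were chosen after the results were seen, except the splits of the samples into groups of the same sizes, which were set beforehand.

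Splits of the animals set a level for each comparison. Among 100 of the 126 splits of the 10 animals of a comparison, 1 gave as many DEGs as the real one, the real one itself, for the low dose at 9 h, the high dose at 9 h, the high dose at 33 h and the high dose against the low dose at 33 h. For the low dose at 33 h, 2 of 100 splits gave as many. The other split exchanged low-dose animal 49 with vehicle animal 43 and gave 1505 DEGs. For the high dose against the low dose at 9 h, which gave 0 DEGs, any split gives as many (100 of 100), which tests nothing. Of these splits, 47 gave as many transcripts with an unadjusted p-value under 0.05 as the real one (638), and 1 split gave 4356 DEGs. That split set low-dose animals 33, 34 and 37 and high-dose animals 39 and 41 against the other 5. For the vehicle animals between 9 and 33 h, which gave 0 transcripts, the same holds (100 of 100), but 2311 transcripts had an unadjusted p-value under 0.05, and 1 of 100 splits, the real one, gave as many of those.

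The 9 h vehicle animals formed 2 sets by label number. Animals 31 and 32 differed from animals 58 to 60 in 61 transcripts (edgeR's quasi-likelihood test, adjusted p-value of at most 0.1). The other 9 of the 10 splits of these animals into 2 and 3 gave at most 1 transcript, although with 10 splits the share of 1 in 10 cannot fall under 0.05 and a chance division cannot be told apart from a real one. Animal 59 alone does not account for it, since animals 31 and 32 differed from animals 58 and 60 in 17 transcripts, and the other 2 splits of these 4 animals gave 0. Transcript length did not account for it either, as the Spearman correlation of the log2 fold change with length was -0.013, within the range of the other splits. A candidate explanation that stays open is that the 2 sets were treated or processed at different times. The labels give no dates. The numbers 31 and 32 run on into those of the 9 h treated animals (33 to 42), and 58 to 60 follow the last 33 h animal.

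The set of 9 h controls mattered for the number of DEGs. With any 2 of animals 58 to 60 as the only controls, the low dose gave from 445 to 943 DEGs and the high dose from 821 to 1454. With animals 31 and 32 as the only controls, the numbers were 45 and 125, and pairs that joined an animal of each set gave 46 to 75 DEGs with the low dose and 124 to 257 with the high dose. None of the 10 pairs gave more than 943 and 1454 DEGs, against 4550 and 6462 with all 5 vehicle animals. The counts thus moved with the choice of animals at 2 controls, and also with the number of controls. How much each added to the low counts with animals 31 and 32 cannot be told apart. Against the 33 h vehicle animals, animals 58 to 60 differed in 610 transcripts, animals 58 and 60 in 69, and animals 31 and 32 in 1. A hypothesis from these values is that part of the DEGs at 9 h may reflect how animals 58 to 60 differ from the others rather than mercuric chloride. With all 10 vehicle animals as controls, an alternative chosen after the data were examined, the numbers were 5503 with the low dose and 7436 with the high dose, and the response score, whose transcripts came from the 33 h animals, separated both doses from vehicle at 9 h.

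No transcript was called between the doses at 9 h, although 63% of simulated 2-fold changes were called at this spread. The simulated changes were placed on transcripts drawn at random, and each transcript was drawn on its own. Too few animals is therefore not excluded for transcripts that varied more within a dose or varied together. Of simulated 1.5-fold changes, 32% were called, so smaller differences between the doses would mostly be missed and stay open. A candidate explanation is that animals of one dose responded to different extents, which would also make differences between the doses harder to find. The SD of the response score was 3.19 times that of the vehicle animals with the high dose at 9 h and 2.21 times with the low dose. Low-dose animals 33 and 34 scored 0.13 each against 0.33 to 0.36 in the other 3, and high-dose animals 39 and 41 scored 0.16 and 0.17 against 0.45 to 0.50. Absorption after injection or the time of sampling were not tested.

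The low dose at 33 h showed the same kind of spread, with an SD of the score 3.33 times that of the vehicle animals. Animal 49 scored -0.031, within the vehicle animals, and animal 48 scored 0.33. Unequal responses within the group may account for the small number of DEGs, which was 2079 without animal 49. Whether animals 49 and 43 were exchanged cannot be told apart from unequal responses. Vehicle animal 43 scored 0.043, next to vehicle animal 47 (0.044) and below the remaining low-dose animals (0.10 at least), but a single library does not decide it, and the split that exchanged them gave more DEGs than the real one. An animal that received little mercuric chloride and an animal that had recovered were not told apart by any test run here.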
